A study of Mus musculus with 16 samples. Its data were reported in "Pathogenic human variant that dislocates GATA2 zinc fingers disrupts hematopoietic gene expression and signaling networks" (2023).

How the data were processed

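ATAC-Seq, in which a transposase inserts sequencing adapters into open chromatin, was performed on 16 libraries of mouse hematopoietic progenitor cells. The cells were derived from fetal liver and immortalized with HoxB8 fused to an estrogen receptor domain. The labels placed the libraries in 4 groups of 4. Cells with an intact -77 enhancer carried an empty vector (hi-77+/+ empty). Cells lacking the enhancer carried an empty vector (hi-77-/- empty), GATA2, or the GATA2 variant 9aa-Ins. The groups were taken from the labels, and no library was left unassigned.

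The authors trimmed the reads, aligned them to GRCm38 (mm10) with Bowtie2, kept uniquely mapped reads, removed duplicates, shifted read ends for the offset of the transposase, and called peaks in each library with MACS2. For every library the deposited file was a list of peaks. Read counts and coverage were not used here. The deposited score of each peak is an integer that MACS2 derives from its q value. The deposited fold enrichment is a ratio of the pileup at the summit to the background of the same library. The deposited significance values are -log10 p and -log10 q, and the deposited summit is an offset from the start of the peak. Within each library every fold enrichment was checked to be a whole multiple of a single step (100% of peaks), so the background was a constant of the library and not a local one. Fold enrichments and significance values were therefore used only to describe, rank or filter the peaks of a list, and were never compared between libraries as amounts of signal. The peak lists hold no read totals, so the number of reads per library is unknown, and no confidence interval that needs a read count is given. In a check added after the data were seen, the step of the fold enrichments gave the background pileup of each library, with which a Poisson p matched the deposited p for 99.98% to 100% of peaks. A constant background is proportional to sequencing depth where reads were extended to the same length, which the lists do not give, so it was taken as an approximate relative depth. The number of peaks is not a measure of depth.

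Because longer lists hold more weak peaks, the 49925 most significant peaks on chromosomes 1 to 19, X and Y were taken from each library, which is the length of the shortest list after peaks on other sequences were left out. Peaks of all 16 libraries that overlapped by at least 1 bp were merged into 92472 regions, and each region was scored as having or lacking a peak in each library. A region was called opened in a comparison when it had a peak in 4 of 4 libraries of the group named first and in 0 of 4 of the other, and closed in the reverse case. The comparisons were hi-77-/- empty against hi-77+/+ empty (the -77 deletion), GATA2 against hi-77-/- empty, 9aa-Ins against hi-77-/- empty, and 9aa-Ins against GATA2. The number of changed regions was compared with that in each of the 35 splits of the same 8 libraries into 4 and 4. This comparison was among the tests chosen after the results were seen. Similarity was the Jaccard index, the number of regions with a peak in both libraries divided by the number with a peak in either. It was tested with a one-sided exact permutation test of the mean within groups minus the mean between groups. Values with 1 number per library were compared with two-sided exact permutation tests, for which 4 against 4 libraries allow no p below 0.0286. Benjamini-Hochberg adjusted values were computed within each family of tests.

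A region set chosen with the libraries it is then scored in gives those libraries extreme values. To measure restoration by GATA2 or 9aa-Ins at regions changed by the -77 deletion, and the behaviour of 9aa-Ins at regions changed by GATA2, each library of the groups that defined a set was held out in turn. The set was chosen again with the other 3 libraries and the held-out library was scored. The share of the GATA2 effect kept by 9aa-Ins was the distance of the 9aa-Ins libraries from the held-out hi-77-/- empty libraries, divided by the sum of that distance and the distance to the held-out GATA2 libraries. This formula replaced a simpler form after the values of both had been seen, and the simpler form was retained as an alternative. Exact tests of GATA2 and 9aa-Ins against held-out libraries in the restoration family were also added after the data were seen, with all libraries scored on the sets chosen without the held-out one. Since the hi-77-/- empty libraries take part in several comparisons, overlaps between region sets were compared with 100 simulations, in a form chosen after the data were seen. The hi-77-/- empty libraries and 1 other group stayed as called. The remaining group was drawn as unchanged, at the rates of presence that the hi-77-/- empty calls imply among regions with the same calls in the fixed group.

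Transcription start sites (TSSs) of protein-coding genes were taken from GENCODE release M21. Regions within 3 kb of a TSS were counted as promoter regions. Opened or closed regions were compared with regions that had a peak in 2 libraries of each group of the same comparison, with two-sided Fisher's exact tests. The same background served for 5 sequence patterns searched on both strands within 100 bp of the summit of a region, which was the median over libraries of the summit of the most significant peak. These were the GATA motif WGATAR, an ETS core, an EBF palindrome, the composite element of an E-box 6 to 14 bp from WGATAR, and, as a control, WGATAR read backwards. Regions of the same libraries are not independent replicates, so the p values of these Fisher's tests do not measure variation between libraries. A list of 6 genes activated and a list of 17 genes repressed by GATA2, named in the text of the study, were examined by the number of peaks within 100 kb of their TSSs. The genes named are those of both lists and Gata2, at opened or closed regions within 100 kb, and the genes nearest the 3 opened and 3 closed regions of highest median rank by significance in each comparison with an empty group. Regions or libraries named for any other reason are named as chosen after their values were seen.

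Calling was tested on simulated data, in which 200 regions were made to change in each comparison, with peaks nearly always present in a group and nearly always absent in the other, and the remaining regions kept their overall rate of presence in both groups. Of these, 81.5% were recovered for the -77 deletion, 74.5% for GATA2, 75.5% for 9aa-Ins and 77.5% for 9aa-Ins against GATA2, and 0 were called in the wrong direction. The recovered shares follow from the simulated rates of presence and the calling rule. They do not measure sensitivity in these libraries. Between 131 and 169 of 92272 regions without a simulated change were called.

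Comparisons, tests, gene lists and alternatives were chosen before the data were examined, except where the text says otherwise. The alternatives were all deposited peaks, 24962 peaks per library, a -log10 q of at least 5, peaks narrower than 1 kb, presence only where peaks cover 50% of a region, peaks in at least 3 of 4 libraries, absence from the full lists, autosomes, distances of 1 kb and 50 kb from the TSS, windows of 50 bp, GC content as a covariate, leaving out each replicate, and replicate as a block. Peaks on sequences other than chromosomes 1 to 19, X and Y (0.264% to 0.538% of each list) were left out of the regions. The study's count-based tests, its measure of peak reproducibility and its RNA measurements were not used here, since they need data other than peak lists. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.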

Results

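To compare how GATA2 and a pathogenic GATA2 variant act on chromatin, accessibility was profiled by ATAC-Seq in mouse fetal liver progenitors immortalized with an estrogen-regulated HoxB8. hi-77+/+ cells carry an intact -77 enhancer of Gata2, and hi-77-/- cells lack it on both alleles. The cells were infected with retrovirus that encodes GFP. The study describes sorting of GFP-positive cells in its rescue assay, but its ATAC-Seq method does not mention a sort. hi-77+/+ cells received an empty vector (hi-77+/+ empty). hi-77-/- cells received an empty vector (hi-77-/- empty), GATA2, or 9aa-Ins, a variant with 9 amino acids inserted between the zinc fingers. Each of the 4 groups had 4 libraries. The labels give no separate lines within a genotype, so differences between genotypes were also differences between cell lines.

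The 16 libraries held 1261134 peaks, from 50195 in GATA2 replicate 1 to 112267 in hi-77+/+ empty replicate 2. Median peak width was 144 to 208 bp, and peaks covered 13.0 to 34.7 Mb per library. hi-77+/+ empty libraries had 90108 ± 15551 peaks (SD, n = 4) and hi-77-/- empty libraries 69151 ± 4346 peaks (SD, n = 4). The number of peaks fell by 20958 with the -77 deletion, the smallest two-sided p that 4 against 4 libraries allow (exact permutation p = 0.0286, adjusted over 4 comparisons 0.114). With only peaks at a -log10 q of at least 5, the number fell by 2678 (exact permutation p = 0.514). GATA2 libraries had 63873 ± 13802 peaks (SD, n = 4), a difference from hi-77-/- empty of -5278 (exact permutation p = 0.457, adjusted 0.457). 9aa-Ins libraries had 92152 ± 17491 peaks (SD, n = 4), a difference from hi-77-/- empty of 23002 (exact permutation p = 0.0571, adjusted 0.114) and from GATA2 of 28279 (exact permutation p = 0.0857, adjusted 0.114). No difference in the number of peaks of the full lists passed the adjusted threshold. With only peaks at a -log10 q of at least 5, GATA2 differed from hi-77-/- empty by -8645 and 9aa-Ins by 12550. In that setting 9aa-Ins differed from GATA2 by 21195 (exact permutation p = 0.0286 for each of the 3, unadjusted). The background pileup, an approximate relative depth, ran from 0.301 in hi-77+/+ empty replicate 2 to 0.890 in GATA2 replicate 1, the libraries with the most and the fewest peaks. Over the 16 libraries its Spearman correlation with the number of peaks was -0.374 (p = 0.154). It was 0.466 ± 0.180 (SD, n = 4) in hi-77+/+ empty, 0.484 ± 0.128 (SD, n = 4) in hi-77-/- empty, 0.626 ± 0.190 (SD, n = 4) in GATA2 and 0.590 ± 0.0562 (SD, n = 4) in 9aa-Ins libraries. Because the lists differed in length, the same number of peaks, 49925, was taken from each.

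Whether the libraries carried the genotypes and vectors of their labels was asked at Gata2 itself (ENSMUSG00000015053.14, chromosome 6, 88193891 to 88207032, GRCm38). In hi-77+/+ empty libraries, peaks covered 1356 ± 160 bp (SD, n = 4) of the window from 76 to 78 kb upstream of the TSS. In hi-77-/- empty libraries they covered 293 ± 228 bp (SD, n = 4), and coverage fell by 1063 bp with the deletion (exact permutation p = 0.0286, adjusted over 15 tests 0.0714). Coverage was 126 ± 145 bp (SD, n = 4) with GATA2 and 544 ± 239 bp (SD, n = 4) with 9aa-Ins, a difference of 419 bp between them (exact permutation p = 0.0286, adjusted 0.0714). Peaks lay in this window in 10 of the 12 hi-77-/- libraries, all but GATA2 replicates 1 and 3, and the extent of the deletion was not analysed here. In a search made after the data were seen, a stretch of 284 bp (88116444 to 88116727) had peaks in 4 of 4 hi-77+/+ empty libraries and in none of the 12 hi-77-/- libraries. Peaks covered 8.19% ± 0.468 (SD, n = 4) of the bases of the 5 coding exons in hi-77-/- empty libraries and 11.5% ± 15.4 (SD, n = 4) in hi-77+/+ empty libraries. Of the latter, named here after their values were seen, replicate 1 had peaks on 4 of the exons (32.6%), replicate 3 on 2 (13.4%) and the other 2 on none. The covered share was 62.8% ± 12.1 (SD, n = 4) with GATA2 and 96.8% ± 4.62 (SD, n = 4) with 9aa-Ins. The rise over hi-77-/- empty was 54.6 percentage points with GATA2 and 88.6 with 9aa-Ins (exact permutation p = 0.0286 and adjusted 0.0714 for each). Peaks on these exons cannot be assigned to the endogenous gene, since the vectors carry the same coding sequence. In a comparison chosen after the data were seen, the 8 transduced libraries exceeded the 8 empty libraries by 69.9 percentage points at coding exons (two-sided exact permutation p = 0.000155, adjusted 0.00233). At introns the difference was 4.39 percentage points (two-sided exact permutation p = 0.111, adjusted 0.167).

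**Figure D1:**
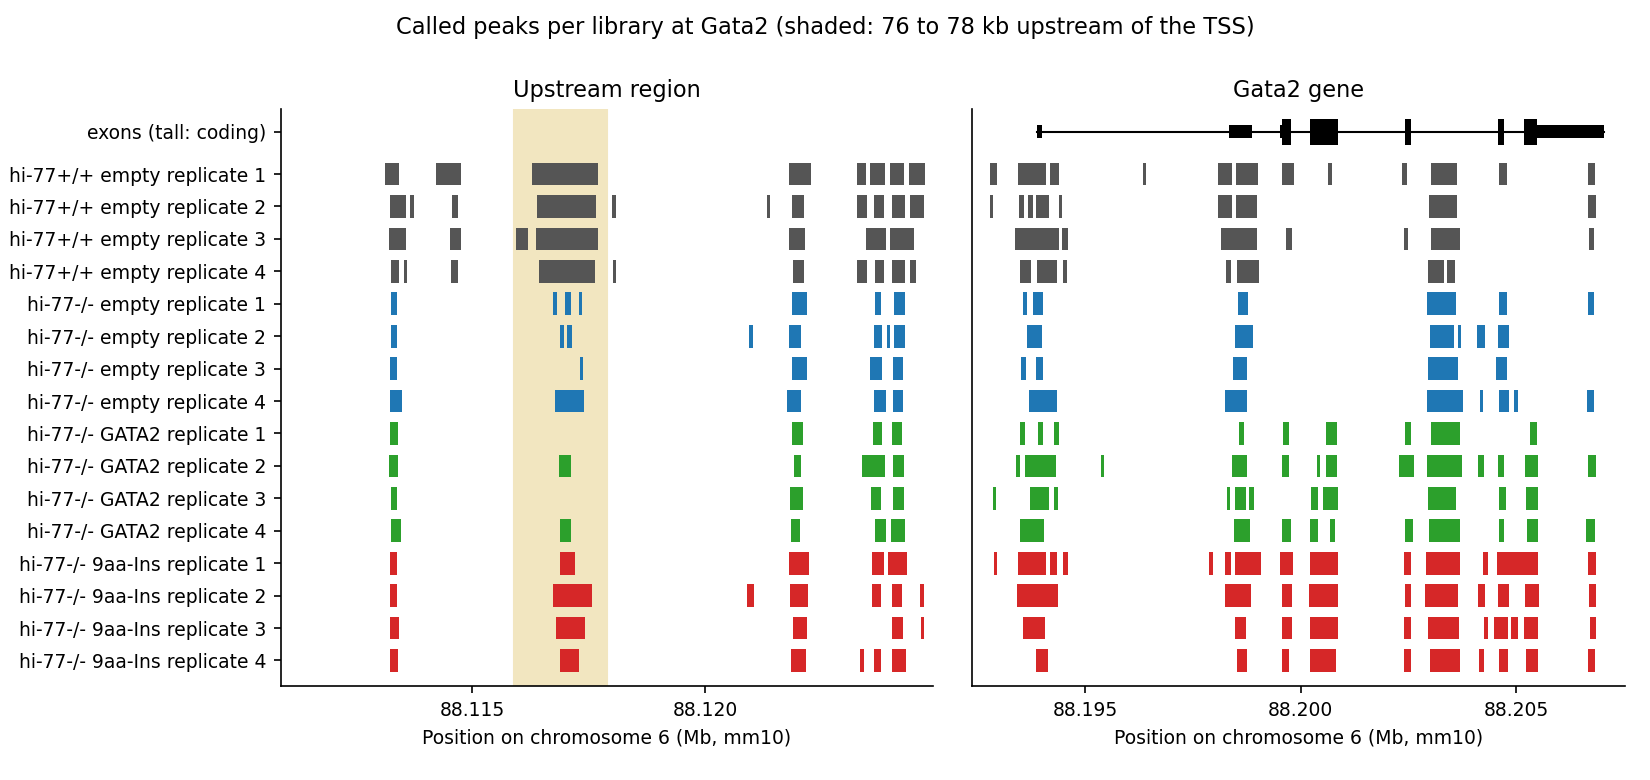
Called peaks of each library (rows) over the window 69 to 83 kb upstream of the Gata2 TSS (left, 76 to 78 kb shaded) and over the gene (right, tall boxes mark coding exons), by position in Mb. Peaks covered 1196 to 1552 bp of the shaded window in the 4 hi-77+/+ empty libraries (grey) and 46.5% to 99.6% of the coding exon bases in the 8 libraries with GATA2 (green) or 9aa-Ins (red), against 0% to 32.6% in hi-77+/+ empty and 7.64% to 8.75% in hi-77-/- empty libraries (blue).

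Merging the peaks gave 92472 regions with a median length of 267 bp. Of these, 21507 (23.3%) had a peak in all 16 libraries and 19899 (21.5%) in 1 library. Libraries of a group resembled each other more than libraries of different groups. The mean Jaccard index within groups exceeded that between groups by 0.145 for the -77 deletion, 0.102 for GATA2, 0.0467 for 9aa-Ins and 0.114 for 9aa-Ins against GATA2 (one-sided exact permutation p = 0.0286 and adjusted 0.0286 for each). The index averaged 0.698 between 9aa-Ins and hi-77-/- empty libraries, 0.602 between GATA2 and hi-77-/- empty libraries, and 0.607 between GATA2 and 9aa-Ins libraries.

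**Figure D2:**
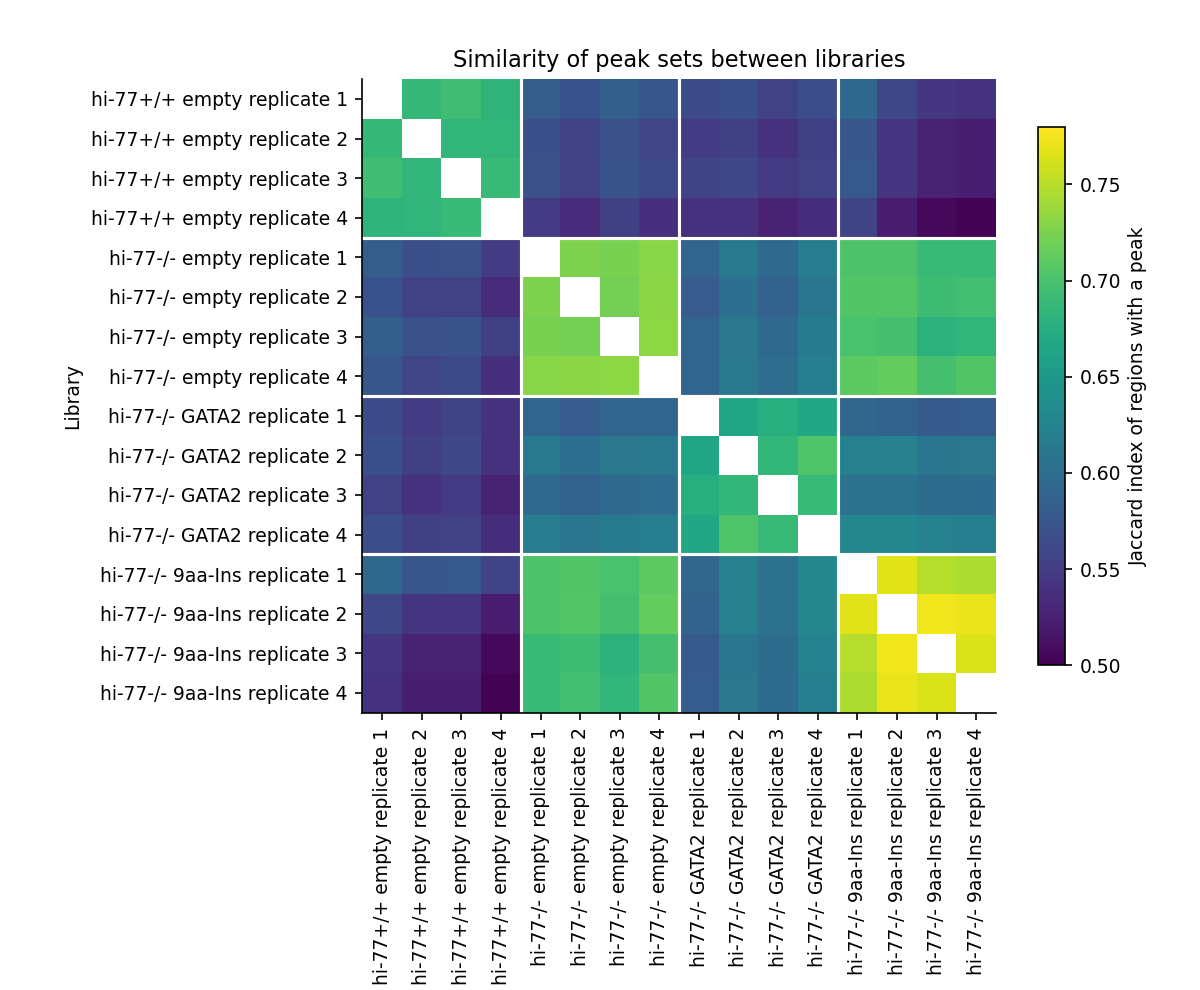
Jaccard index (color scale) of each pair of the 16 libraries, ordered by group and replicate. Mean index within groups was 0.687 for hi-77+/+ empty, 0.727 for hi-77-/- empty, 0.681 for GATA2 and 0.762 for 9aa-Ins.

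To ask whether either protein moved hi-77-/- cells toward hi-77+/+ cells, each library was compared with the 4 hi-77+/+ empty libraries. The mean Jaccard index was 0.563 ± 0.00764 (SD, n = 4) for hi-77-/- empty, 0.551 ± 0.00554 (SD, n = 4) for GATA2 and 0.542 ± 0.0244 (SD, n = 4) for 9aa-Ins. GATA2 differed from hi-77-/- empty by -0.0116 (two-sided exact permutation p = 0.0571, adjusted over 3 tests 0.171). The difference was 0.00799 with 24962 peaks per library (exact permutation p = 0.2). It was -0.0351 with all deposited peaks, -0.0135 with peaks narrower than 1 kb, and -0.0144 without hi-77-/- empty replicate 2 (exact permutation p = 0.0286 for each). 9aa-Ins differed from hi-77-/- empty by -0.0209 (exact permutation p = 0.171, adjusted 0.257), and by -0.0323 without 9aa-Ins replicate 1 (exact permutation p = 0.0286). It was -0.0182 with all deposited peaks and -0.0344 with peaks narrower than 1 kb (exact permutation p = 0.0286 for each), but 0.00633 with peaks covering 50% of the region (exact permutation p = 0.771). Neither difference passed the adjusted threshold, and each changed direction in 1 of these choices.

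The -77 deletion opened 3262 regions and closed 1954, together 5.64% of all regions. The real split of the 8 libraries was the only 1 of 35 with as many changed regions (exact permutation p = 0.0286), and the next split gave 176. Opened regions made up 62.5% of changed regions, but 35.9% when all deposited peaks were used, so which direction prevailed depended on the peak set. The opened regions of highest median rank were a coding exon of Tmprss2 (chromosome 16, 97589934 to 97591475), a coding exon of Cstf2t (chromosome 19, 31082383 to 31083375) and a site 13.5 kb upstream of Zcchc13 (chromosome X, 103616618 to 103617582). All 3 had peaks in the 12 hi-77-/- libraries and in no hi-77+/+ library. The closed regions of highest median rank lay in coding exons of Bag3 (chromosome 7, 128523359 to 128524512), Snapc2 (chromosome 8, 4254060 to 4254392) and 4931428F04Rik (chromosome 8, 105283085 to 105283570). Peaks on chromosomes 8 and 19 ranked lower throughout the 12 hi-77-/- libraries than in hi-77+/+ libraries, which bears on the regions at Snapc2, 4931428F04Rik and Cstf2t.

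GATA2 opened 1578 regions and closed 2062, together 3.94% of all regions. No other split of the 8 libraries gave more than 134, so the real split was 1 of 35 (exact permutation p = 0.0286). Opened regions made up 43.4% of changed regions, and between 28.4% and 46.9% across 7 alternative peak or region choices. In an intron of Far2 (chromosome 6, 148108678 to 148109750), GATA2 opened the region of highest median rank, and it also had peaks in 4 of 4 9aa-Ins libraries. The next opened regions lay 81.8 kb upstream of Ywhaz (chromosome 15, 36876024 to 36876672) and 12.9 kb upstream of Capzb (chromosome 4, 139179699 to 139180288), and had peaks in no 9aa-Ins library. The closed regions of highest median rank lay 65.5 kb upstream of Med13l (chromosome 5, 118494596 to 118495792), in an intron of Cdh23 (chromosome 10, 60618921 to 60619638) and 16.1 kb upstream of Impdh1 (chromosome 6, 29231933 to 29232996). Each of these had peaks in 4 of 4 9aa-Ins libraries.

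9aa-Ins opened 1261 regions and closed 155, together 1.53% of all regions (exact permutation p = 0.0286, 1 of 35 splits, next split 178). The count of closed regions alone was below the 178 changed regions of that next split. Opened regions made up 89.0% of changed regions, and between 77.3% and 99.5% across the same alternatives. The opened regions of highest median rank lay 90.1 kb upstream of Papss1 in an intron of Sgms2 (chromosome 3, 131474335 to 131474916), 81.8 kb downstream of the TSS of Sem1 (chromosome 6, 6496422 to 6497278) and 3.86 kb upstream of Srd5a3 (chromosome 5, 76136130 to 76136699). The closed ones lay 12.5 kb upstream of Nrip3 (chromosome 7, 109794352 to 109794771), in an intron of Akap6 (chromosome 12, 52895788 to 52895990) and in an intron of Cdh23 (chromosome 10, 60639323 to 60639838).

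Compared directly, 9aa-Ins libraries had 2717 regions open that were closed with GATA2, and lacked 1340 that were open with GATA2 (exact permutation p = 0.0286, 1 of 35 splits, next split 144). Among the 12 hi-77-/- libraries, 1027 regions were open in the 4 GATA2 libraries alone and 1217 were closed in them alone. The corresponding counts for 9aa-Ins were 544 and 15.

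**Figure D3:**
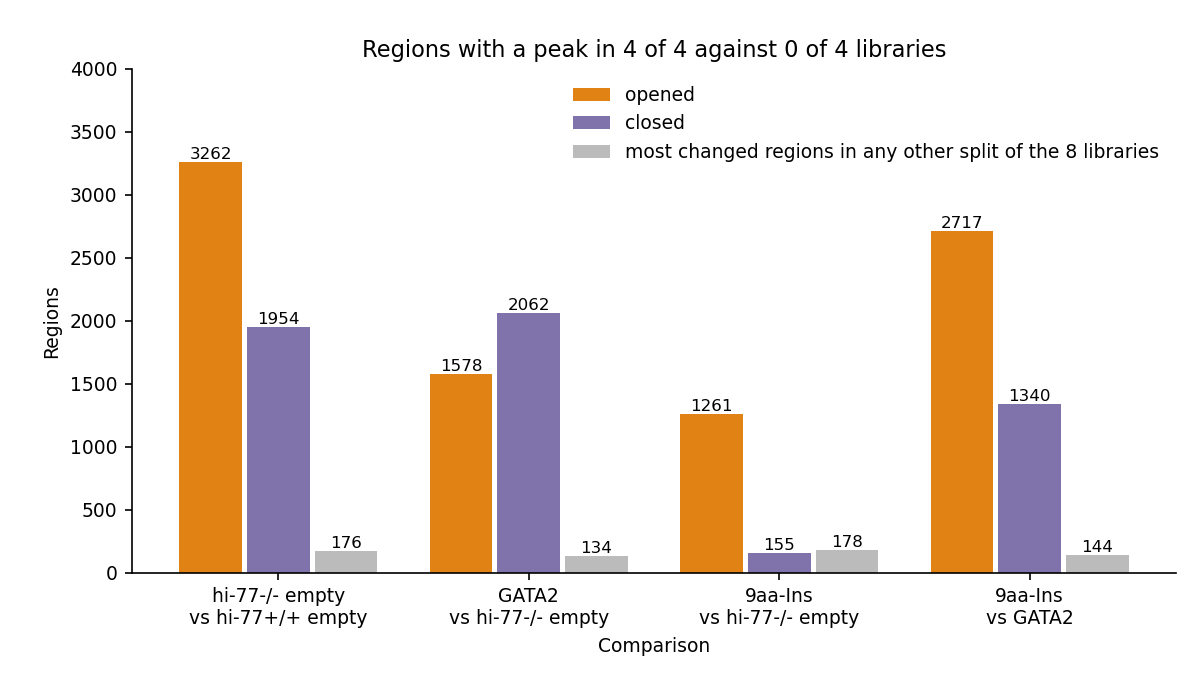
Number of regions opened (orange) and closed (purple) in each of the 4 comparisons, with the highest number of changed regions in any other split of the same 8 libraries (grey). 9aa-Ins opened 1261 regions and closed 155, while GATA2 opened 1578 and closed 2062.

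To ask which regions changed by the -77 deletion returned, the share of them with a peak was measured in each library. Of the 1954 closed regions, 19.3% ± 1.44 (SD, n = 4) had a peak with GATA2 and 12.3% ± 6.83 (SD, n = 4) with 9aa-Ins. Held-out hi-77-/- empty libraries had peaks in 15.5% ± 1.91 (SD, n = 4) and held-out hi-77+/+ empty libraries in 78.8% ± 1.27 (SD, n = 4). On matching region sets GATA2 exceeded the held-out hi-77-/- empty libraries by 6.72 percentage points (two-sided exact permutation p = 0.0286, adjusted over 6 tests 0.0571). This difference was 3.75 with all deposited peaks (exact permutation p = 0.4) and 0.324 with peaks covering 50% of the region (exact permutation p = 0.914). 9aa-Ins differed from the same libraries by -0.0987 (exact permutation p = 1, adjusted 1). GATA2 exceeded 9aa-Ins by 7.01 percentage points (exact permutation p = 0.143, adjusted 0.214). The difference was -14.7 with all deposited peaks (exact permutation p = 0.343), 11.5 with 24962 peaks per library (exact permutation p = 0.0286) and 10.4 without 9aa-Ins replicate 1 (exact permutation p = 0.0286). It therefore had no fixed direction.

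Of the 3262 regions opened by the -77 deletion, 42.3% ± 4.43 (SD, n = 4) had a peak with GATA2 and 87.5% ± 2.26 (SD, n = 4) with 9aa-Ins. Held-out hi-77-/- empty libraries had peaks in 87.2% ± 3.81 (SD, n = 4) and held-out hi-77+/+ empty libraries in 10.5% ± 3.76 (SD, n = 4). On matching sets GATA2 differed from the held-out hi-77-/- empty libraries by -46.7 percentage points, and on the full set the share fell by 45.2 percentage points from 9aa-Ins to GATA2 (exact permutation p = 0.0286 and adjusted 0.0571 for each). All 4 GATA2 libraries were below all 4 libraries of each other hi-77-/- group. On matching sets 9aa-Ins differed from the held-out hi-77-/- empty libraries by -2.93 percentage points (exact permutation p = 0.257, adjusted 0.309), and by 6.31 with all deposited peaks (exact permutation p = 0.0857). Expressed as a share of the distance from hi-77-/- empty to hi-77+/+ empty, GATA2 restored 58.2% at opened and 10.0% at closed regions. Over 7 alternative peak or region choices its share ran from 57.4% to 77.4% at opened and from 0.489% to 13.0% at closed regions. For 9aa-Ins the shares were 3.65% (-8.57% to 8.25% over the same choices) at opened and -0.147% (-3.78% to 29.8%) at closed regions.

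The same hi-77-/- empty libraries define the deletion and the rescue comparisons, which by itself makes opposite changes more frequent. Of the regions opened by the -77 deletion, 1257 (38.5%) were closed by GATA2, against a mean of 12.1 in simulations of a group that does not differ from the same hi-77-/- empty libraries. Of those closed by the deletion, 115 (5.89%) were opened by GATA2, against a simulated mean of 14.1. For 9aa-Ins the corresponding overlaps were 101 (3.10%) against 13.6, and 38 (1.95%) against 14.6. The simulated group had no change anywhere, and changes unrelated to the deletion could also exceed it. An excess over it therefore does not show that changes fell preferentially on regions changed by the deletion.

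To ask how much of the GATA2 effect 9aa-Ins kept, its libraries were scored at the regions changed by GATA2. Of the 1578 regions opened by GATA2, 21.7% ± 1.80 (SD, n = 4) had a peak with 9aa-Ins. Held-out hi-77-/- empty libraries had peaks in 10.4% ± 2.42 (SD, n = 4), held-out GATA2 libraries in 82.0% ± 4.19 (SD, n = 4) and hi-77+/+ empty libraries in 19.2% ± 2.66 (SD, n = 4). On matching region sets, 9aa-Ins exceeded hi-77-/- empty by 14.6 percentage points and differed from GATA2 by -60.6 (two-sided exact permutation p = 0.0286, adjusted over 5 tests 0.0357 for each). Of the 2062 regions closed by GATA2, 79.7% ± 2.20 (SD, n = 4) had a peak with 9aa-Ins, 83.7% ± 3.88 (SD, n = 4) in held-out hi-77-/- empty libraries and 13.9% ± 2.87 (SD, n = 4) in held-out GATA2 libraries. On matching sets 9aa-Ins differed from hi-77-/- empty by -8.40 percentage points and exceeded GATA2 by 66.9 (exact permutation p = 0.0286 and adjusted 0.0357 for each). The difference of -8.40 was 6.09 with all deposited peaks (exact permutation p = 0.229) and 1.26 with peaks covering 50% of the region (exact permutation p = 0.714). Without 9aa-Ins replicate 1 it was -7.58 (exact permutation p = 0.0571).

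9aa-Ins kept 19.4% ± 2.33 (SD, n = 4) of the GATA2 effect at opened regions and 11.2% ± 2.70 (SD, n = 4) at closed regions. The difference of 8.24 percentage points had the smallest p that 4 libraries allow in a two-sided exact sign-flip test (p = 0.125, adjusted 0.125). Over 7 alternative peak or region choices the share ran from 12.9% to 38.0% at opened and from -8.92% to 17.8% at closed regions. The difference ran from -4.95 to 46.9 percentage points and was negative only when absence from the full lists was required (exact sign-flip p = 0.25). No p below 0.125 is possible with 4 libraries, so the order of the 2 shares was not resolved. Regions opened by both proteins numbered 179 (11.3% of those opened by GATA2), against a simulated mean of 6.85. Regions closed by both numbered 97 (4.70% of those closed by GATA2), against 12.4. The simulated group again had no change anywhere, so these overlaps do not show a preference of 9aa-Ins for regions changed by GATA2.

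**Figure D4:**
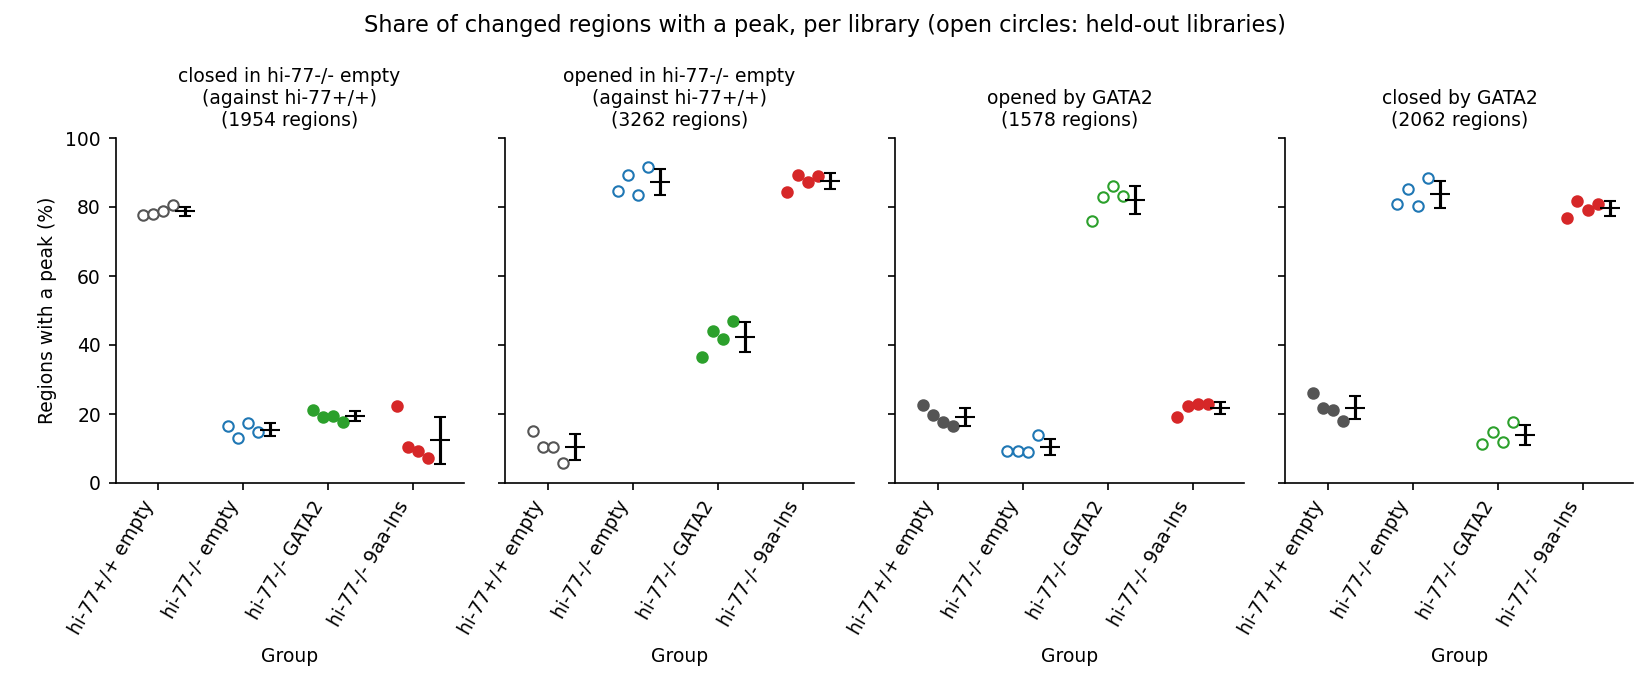
Percent of regions with a peak in each library (circles), with the mean and SD of each group, for regions closed or opened by the -77 deletion and opened or closed by GATA2 (open circles, libraries held out when the regions were chosen). At regions opened by the deletion, GATA2 averaged 42.3% and 9aa-Ins 87.5%.

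Changed regions lay mostly away from promoters. Within 3 kb of a TSS lay 10.9% of regions opened by the -77 deletion, against 17.9% of regions with 2 calls in each group (log2 odds ratio -0.83, Fisher's exact two-sided test, p adjusted over 8 tests 8.51e-07). Regions closed by the deletion did not differ from this background (19.9%, log2 odds ratio 0.19, Fisher's exact adjusted p = 0.274). Regions opened by GATA2 (11.3%), closed by GATA2 (11.1%) and opened by 9aa-Ins (10.6%) were each below their backgrounds, with log2 odds ratios of -0.79, -0.83 and -0.76 and adjusted p of 1.16e-06, 1.02e-07 and 9.38e-06. The 155 regions closed by 9aa-Ins did not differ (16.8%, log2 odds ratio 0.02, Fisher's exact adjusted p = 1).

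To ask which binding sequences the changed regions carried, 5 patterns were counted in the opened and closed regions of 3 comparisons. Of 30 Fisher's exact two-sided tests, 16 had an adjusted p below 0.05, 10 of them higher and 6 lower than the background. Each test counted regions as units, so its p does not measure variation between libraries. WGATAR was present in 77.6% of regions opened by GATA2 and in 22.8% of background regions (log2 odds ratio 3.55, exact adjusted p = 3.61e-189). The composite of an E-box and WGATAR was present in 8.11% against 1.91% (log2 odds ratio 2.15, exact adjusted p = 4.46e-13). The backwards control differed less, at 25.5% against 18.1% (log2 odds ratio 0.63, exact adjusted p = 1.23e-05), and at 0.17 with all deposited peaks its difference was not past the threshold. Regions closed by GATA2 had WGATAR less often than background (14.9%, log2 odds ratio -0.75, exact adjusted p = 1.33e-07). They had the ETS core in 74.9% against 52.3% (log2 odds ratio 1.44, exact adjusted p = 3.52e-38) and the EBF palindrome in 9.46% against 0.831% (log2 odds ratio 3.57, exact adjusted p = 9.06e-28). The ETS core was also more frequent in regions opened by GATA2, at 62.1% (log2 odds ratio 0.58, exact adjusted p = 8.27e-07). The composite was less frequent in regions closed by GATA2, at 0.873% (log2 odds ratio -1.14, exact adjusted p = 0.0257).

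Regions opened by 9aa-Ins had WGATAR in 27.3% against 24.0% of background regions (log2 odds ratio 0.25, exact adjusted p = 0.0913). The log2 odds ratio was 0.43 within 50 bp of the summit (exact adjusted p = 0.0218) and -0.058 with GC content as a covariate, so the difference had no fixed direction. Of the 179 regions opened by both proteins, 64.3% had WGATAR, against 21.2% of the 1082 opened by 9aa-Ins and not by GATA2, and 16.4% of the 544 open with 9aa-Ins alone. The ETS core was present in 67.1% of regions opened by 9aa-Ins against 56.6% (log2 odds ratio 0.65, exact adjusted p = 1.84e-07). The EBF palindrome was less frequent among them, at 0.238% against 1.67% (log2 odds ratio -2.64, exact adjusted p = 0.000364). It was more frequent among the 155 regions closed by 9aa-Ins, at 9.03% (log2 odds ratio 2.56, exact adjusted p = 1.57e-05). Regions opened by the -77 deletion had the ETS core in 77.3% against 53.0% (log2 odds ratio 1.59, exact adjusted p = 1.18e-38) and the EBF palindrome in 4.81% against 1.52% (log2 odds ratio 1.66, exact adjusted p = 1.57e-05), and had WGATAR less often, in 22.1% against 26.6% (log2 odds ratio -0.35, exact adjusted p = 0.0167). Regions closed by the deletion had the ETS core in 41.7% (log2 odds ratio -0.66, exact adjusted p = 2.63e-07) and the EBF palindrome in 0.358% (log2 odds ratio -2.06, exact adjusted p = 0.00396), both below the same background.

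**Figure D5:**
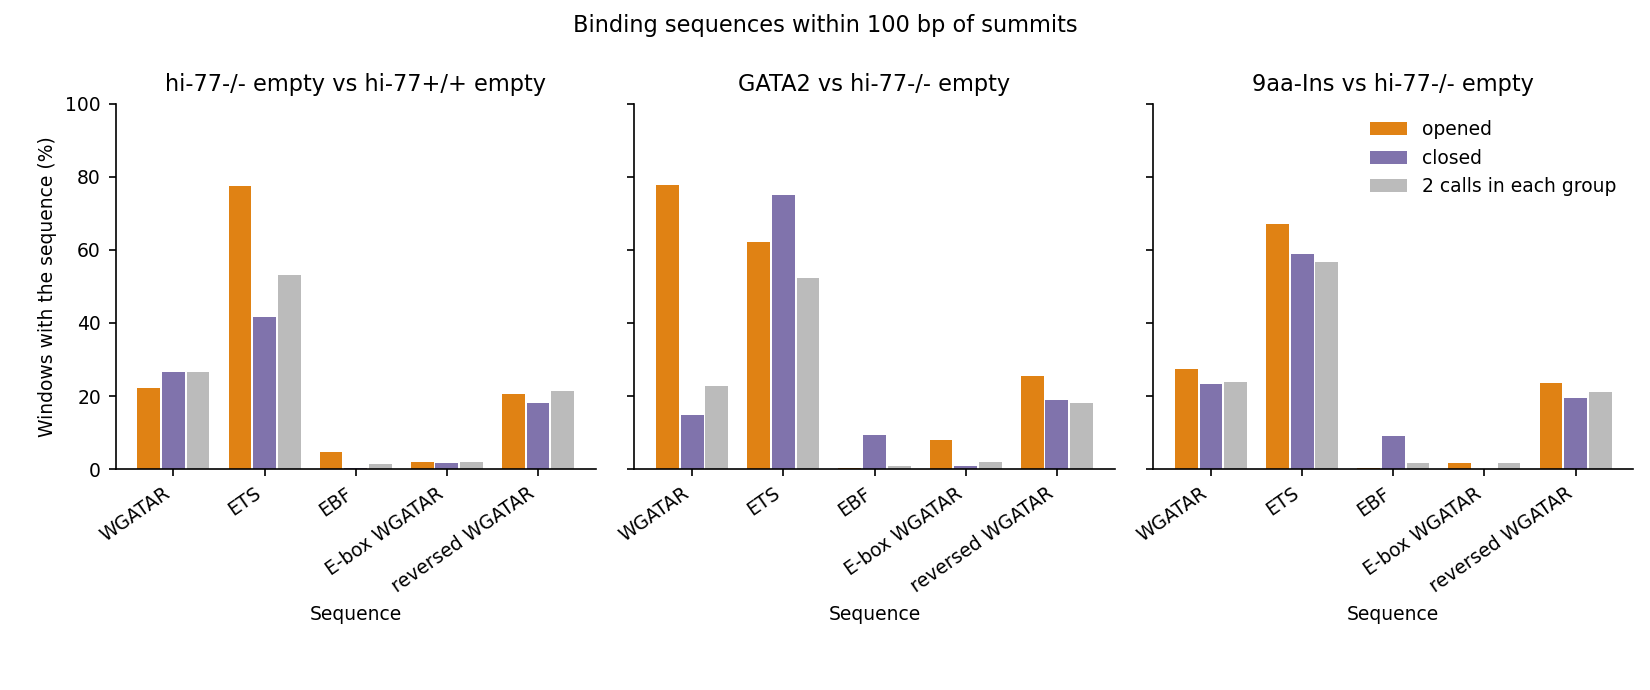
Percent of windows within 100 bp of the summit with each of 5 sequences, in regions opened (orange), closed (purple) or with 2 calls in each group (grey), for 3 comparisons. WGATAR was present in 77.6% of regions opened by GATA2 and in 27.3% of those opened by 9aa-Ins.

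The study named genes that GATA2 activates or represses in these cells, and peaks within 100 kb of their TSSs were counted. Some of these genes were chosen from measurements of the same cells, so the counts are not independent evidence. The 6 activated genes had 8.54 ± 0.370 peaks per gene (SD, n = 4) in hi-77-/- empty, 9.17 ± 0.408 (SD, n = 4) in hi-77+/+ empty, 11.9 ± 0.316 (SD, n = 4) with GATA2 and 9.33 ± 0.491 (SD, n = 4) with 9aa-Ins. GATA2 added 3.33 peaks per gene, with an increase at 6 of 6 genes (two-sided exact permutation p = 0.0286, adjusted over 8 tests 0.0457). 9aa-Ins added 0.792 (exact permutation p = 0.0857, adjusted 0.0980). 9aa-Ins differed from GATA2 by -2.54 (exact permutation p = 0.0286, adjusted 0.0457), and by 1.63 with all deposited peaks (exact permutation p = 0.486).

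The 17 repressed genes had 10.4 ± 0.144 peaks per gene (SD, n = 4) in hi-77+/+ empty and 12.4 ± 0.467 (SD, n = 4) in hi-77-/- empty. They had 10.7 ± 0.388 (SD, n = 4) with GATA2 and 11.9 ± 0.398 (SD, n = 4) with 9aa-Ins. The deletion added 2.03 peaks per gene, with an increase at 16 genes, and GATA2 changed the number by -1.72, with a decrease at 13 genes (exact permutation p = 0.0286 and adjusted 0.0457 for each). 9aa-Ins changed it by -0.588 (exact permutation p = 0.143), and within 50 kb by -0.485 (exact permutation p = 0.0286). 9aa-Ins exceeded GATA2 by 1.13 (exact permutation p = 0.0286, adjusted 0.0457), and by 0.951 without GATA2 replicate 1 (exact permutation p = 0.0571). With all deposited peaks the change with the deletion was -2.12 (exact permutation p = 0.457) and that with GATA2 -3.43 (exact permutation p = 0.143).

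Near the 6 activated genes, GATA2 opened 9 of 116 regions, with at least 1 at each gene, and closed 1. 9aa-Ins opened 3 and closed 0. A region in an intron of Far2 and a region 76.2 kb upstream of Hdc (chromosome 2, 126695274 to 126695619) were open in 4 of 4 libraries with either protein and in 0 of 4 hi-77-/- empty libraries. Open with GATA2 alone among hi-77-/- libraries were regions in the 5′ UTR and an intron of Gata1 (chromosome X, 7967782 to 7968174 and 7971292 to 7971591). The same held for a region 71.0 kb upstream of Kit (chromosome 5, 75503805 to 75504013) and 3 regions upstream of Csf2rb (chromosome 15), of which the nearest lay at 78318784 to 78319116. At Il1rl1, GATA2 opened a region 10.8 kb upstream (chromosome 1, 40418590 to 40418887), while 9aa-Ins opened another 19.4 kb upstream (40409973 to 40410301). The regions named at Gata1, Kit, Csf2rb and Il1rl1 had peaks in no hi-77+/+ empty library. Those at Far2 and Hdc had peaks in 1 of 4. Of the 116 regions the -77 deletion opened 0 and closed 1, which GATA2 did not open. These openings therefore did not reverse a closing called with the deletion.

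Near the 17 repressed genes, where regions shared by neighbors such as Rag1 and Rag2 count for each, the deletion opened 23 of 313 regions at 13 genes and closed 1. GATA2 closed 16 at 10 genes and opened 7 at 5 genes, and 9aa-Ins closed 2 and opened 7. A region in an intron of Pax5 (chromosome 4, 44705782 to 44706298) and a region near Ifi209 (chromosome 1, 173657818 to 173658525) had peaks in 4 of 4 hi-77-/- empty and 9aa-Ins libraries and in no hi-77+/+ empty or GATA2 library. On chromosome 8, where ranks differed between the lines, GATA2 closed 4 regions near Irf8. Of these, those starting at 120682549 and 120763336 had peaks in 4 of 4 9aa-Ins libraries, that at 120725264 in 3 and that at 120807071 in 1. A region near Il6ra (chromosome 3, 89858912 to 89859285) lacked peaks in the GATA2 libraries alone. 9aa-Ins alone had 4 of 4 peaks in a 3′ UTR of Cd79a (chromosome 7, 24901900 to 24902194), near Tifab (chromosome 13, 56133842 to 56134376) and in an intron of Mef2c (chromosome 13, 83585382 to 83585645). No region near Nlrp1a or Ebf1 was called opened or closed in any comparison. Such a call needs peaks in every library of a group and absence from every library of the other. A partial change in accessibility cannot pass this rule. The study, whose tests used read counts, reports peaks at Nlrp1a that lost accessibility with GATA2, and chromatin remodeling by GATA2 at Ebf1. The lack of a call here does not contradict those reports. At Gata2 itself, a region 47.8 kb upstream (chromosome 6, 88145840 to 88146260) had peaks in 4 of 4 hi-77-/- empty and 9aa-Ins libraries and in no hi-77+/+ empty or GATA2 library.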

Values the study reported

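The study listed 44,733 reproducible peaks. It found composite elements of an E-box and WGATAR in 11.3% of peaks at GATA2-activated loci and in 6.46% of peaks at GATA2-repressed loci.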

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

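The comparison of chromosome 8 ranks for 9aa-Ins replicate 1 was chosen only after the result was seen. Of 57 groups of 4 libraries examined, 6 had a library far from the other 3, where chance gives about 1 in 20 groups. The 6 are not independent, since 4 of them concern regions opened by GATA2 and 3 of those concern the same library.

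At regions opened by GATA2, 9aa-Ins replicate 1 had a peak in 19.1%, against 22.2% to 22.8% in the other 3 9aa-Ins libraries. On the region sets of the held-out hi-77-/- empty libraries its share was 22.3%, against 25.8% to 26.1%, and its kept share of the GATA2 effect was 15.9%, against 20.3% to 20.8%. An admixture of hi-77+/+ cells and other differences of this library cannot be told apart. Replicate 1 had peaks in 22.4% of regions closed by the -77 deletion, against 7.37% to 10.3% in the other 3, and in 84.3% of those opened by it, against 87.3% to 89.3%. Its mean Jaccard index with hi-77+/+ empty libraries was 0.576, against 0.522 to 0.542. These lay toward hi-77+/+ empty. The median rank of chromosome 8, which separated the lines, differed from the highest of the other 9aa-Ins libraries by -0.507 percentile points, and peaks covered 323 bp of the -77 window, against 394 to 853 bp. These did not. Replicate 1 had the longest of the 9aa-Ins lists, 108020 peaks. With all deposited peaks its share was no longer the lowest and exceeded the lowest of the other 3 by 17.8 percentage points. In that setting a longer list raises its own share, so the length of the list and other differences of this library cannot be told apart. No biological explanation was tested, because the 4 libraries carry the same label.

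hi-77-/- empty replicate 4, when held out, had a peak in 14.1% of regions opened by GATA2, against 9.10% to 9.36% in the other hi-77-/- empty libraries. Its mean Jaccard index with the other libraries of its group was 0.731, against 0.726 for each of the other 3, so it did not stand apart by low resemblance. It had the shortest list of the group, 64258 peaks. With all deposited peaks its held-out share differed from the highest of the other 3 by -3.67 percentage points. As above, that setting ties each share to the length of the list, so list length and other differences of this library cannot be told apart. No biological explanation was tested for a single library.

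Peaks covered 89.9% of the coding exon bases of Gata2 in 9aa-Ins replicate 4, against 98.8% to 99.6% in the other 9aa-Ins libraries. Replicate 4 had the shortest of the 9aa-Ins lists, 70547 peaks. With the same number of peaks in each library it differed from the lowest of the other 3 by -8.96 percentage points, but that setting left the coverage of all 4 libraries as it was. List length and other differences of this library therefore cannot be told apart. The amount of vector per cell was not tested, and it stays open.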

How the results depend on the processing

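Tests chosen only after the result was seen were the leave-one-out and replicate block values of coverage at Gata2, the simpler formula for the kept effect, every alternative to the comparisons of GATA2 or 9aa-Ins with held-out hi-77-/- empty at regions changed by the deletion, and the recomputations without chromosomes 8, 19 and Y (10 of 10 values kept) and without every chromosome whose ranks separated the lines (9 of 10 kept, while the deletion closed 1219 regions). With 4 against 4 libraries the smallest two-sided p is 0.0286, and sequencing depth, for which the peak lists give only a relative background that differed up to 2.96-fold between libraries, limits how weak a site can be called. A value is counted below as kept when a tested difference stayed in direction and on its side of the threshold, or a count stayed within 1.5 times, although its size may differ. The threshold was 0.05. It was applied to the unadjusted p, except for promoter regions and sequences, where the adjusted p was used. A call below can therefore differ from that of the adjusted p in the Results. Wherever a value below moved, the cause was not tested unless it is stated.

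In every alternative peak or region choice tried, the real split gave the highest number of changed regions of the 35 splits, for each of the 4 comparisons. GATA2 closed more regions than it opened, and 9aa-Ins opened more than it closed, in all 7 of them. The share with WGATAR at regions opened by GATA2, the lower share of peaks with GATA2 than with 9aa-Ins or held-out hi-77-/- empty at regions opened by the deletion, and the distances of 9aa-Ins from GATA2 at both sets kept their direction and call in each alternative tried except the replicate block. With autosomes alone, 19 of 19 values were kept.

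With a -log10 q of at least 5, the difference in peaks per library was -2678 for the -77 deletion (exact permutation p = 0.514), -8645 for GATA2, 12550 for 9aa-Ins and 21195 for 9aa-Ins against GATA2 (exact permutation p = 0.0286 for the last 3).

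With all deposited peaks, 39 values were kept. Similarity to hi-77+/+ empty differed by -0.0351 for GATA2 and -0.0182 for 9aa-Ins against hi-77-/- empty, both now past the threshold, and by -0.0169 for GATA2 against 9aa-Ins (reversed, exact permutation p = 0.371). The -77 deletion closed 4297 regions. 9aa-Ins opened 3413 and closed 17, and against GATA2 opened 6735 and closed 659. GATA2 alone opened 585 and closed 2014, and 9aa-Ins alone opened 1839 and closed 1. With all deposited peaks the merged regions numbered 182902 in place of 92472, so these counts come from another set of regions. Restoration at closed regions reversed to -14.7. Against held-out hi-77-/- empty at regions closed by the deletion, GATA2 weakened to 3.75 (exact permutation p = 0.4) and 9aa-Ins reversed to 20.2 (exact permutation p = 0.114), and at regions opened by it 9aa-Ins reversed to 6.31 (exact permutation p = 0.0857). 9aa-Ins against held-out hi-77-/- empty at regions closed by GATA2 reversed to 6.09. The log2 odds ratio of promoter regions among those closed by 9aa-Ins reversed to -1.38. Those of sequences reversed to 0.11 for WGATAR in regions closed by the deletion, to -0.19 for backwards WGATAR in regions closed by GATA2, and in the 17 regions closed by 9aa-Ins to 0.32 (WGATAR), -0.32 (ETS), 2.20 (E-box WGATAR) and 1.31 (backwards WGATAR). They weakened to 0.17 (backwards WGATAR opened by GATA2), -0.79 (E-box WGATAR closed by GATA2) and 2.12 (EBF closed by 9aa-Ins). They passed the threshold at -0.26 (backwards WGATAR closed by the deletion) and 0.40 (backwards WGATAR opened by 9aa-Ins). Peaks per activated gene changed by -3.21 with the deletion and 5.25 with 9aa-Ins (both past the threshold), 3.63 with GATA2 (weaker), and 1.63 for 9aa-Ins against GATA2 (reversed). Peaks per repressed gene changed by -2.12 with the deletion and 2.91 with 9aa-Ins (both reversed), -3.43 with GATA2 and 6.34 for 9aa-Ins against GATA2 (both weaker).

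With 24962 peaks per library, 18 values were kept. Similarity of GATA2 to hi-77+/+ empty, against hi-77-/- empty, reversed to 0.00799 (exact permutation p = 0.2). Fewer peaks gave fewer regions by construction: the deletion opened 2109, GATA2 opened 844 and closed 1282, 9aa-Ins opened 630, and 9aa-Ins against GATA2 opened 1517 and closed 786. GATA2 alone opened 568 and closed 756, and 9aa-Ins alone opened 296. Restoration at closed regions passed the threshold at 11.5, as did 9aa-Ins against held-out hi-77-/- empty at regions opened by the deletion, at -6.88 (exact permutation p = 0.0286 for each).

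With peaks narrower than 1 kb, 26 values were kept. Similarity to hi-77+/+ empty against hi-77-/- empty passed the threshold at -0.0135 for GATA2 and -0.0344 for 9aa-Ins. The difference of 9aa-Ins from held-out hi-77-/- empty at regions closed by GATA2 weakened to -6.11 (exact permutation p = 0.0857), and at regions closed by the deletion it reversed to 1.69 (exact permutation p = 0.943).

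With peaks covering 50% of the region, 15 values were kept. Similarity to hi-77+/+ empty reversed to 0.00633 for 9aa-Ins against hi-77-/- empty and to -0.0529 for GATA2 against 9aa-Ins. 9aa-Ins opened 2443 regions and closed 93, and against GATA2 opened 6127 and closed 807. Restoration at closed regions reversed to -9.24. Against held-out hi-77-/- empty, GATA2 weakened to 0.324 (exact permutation p = 0.914) and 9aa-Ins reversed to 11.1 at regions closed by the deletion, and 9aa-Ins reversed to 2.80 at regions opened by it. 9aa-Ins against held-out hi-77-/- empty at regions closed by GATA2 reversed to 1.26.

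Requiring peaks in at least 3 of 4 libraries raises counts by construction. The deletion then opened 5198 regions and closed 4061, GATA2 opened 2977 and closed 3685, 9aa-Ins opened 2351 and closed 690, and 9aa-Ins against GATA2 opened 4568 and closed 2611. GATA2 alone opened 1935 and 9aa-Ins alone 1158. 9aa-Ins against held-out hi-77-/- empty at regions closed by the deletion reversed to 0.116 (exact permutation p = 1). Requiring absence from the full lists lowers counts by construction. The deletion then opened 1099 and closed 861, GATA2 opened 903 and closed 1022, 9aa-Ins opened 478 and closed 3, and 9aa-Ins against GATA2 opened 1217 and closed 406. The kept effect at opened minus closed regions reversed to -4.95 (exact sign-flip p = 0.25). With the peaks and regions of the report, the simpler formula for it gave 10.0 in place of 8.24.

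Within 1 kb of a TSS, the log2 odds ratio of regions closed by 9aa-Ins reversed to -0.063. Within 50 kb, the change of peaks per repressed gene with 9aa-Ins passed the threshold at -0.485 (exact permutation p = 0.0286). In windows of 50 bp, log2 odds ratios of WGATAR became -0.24 for regions opened by the deletion (weaker), 0.030 for those closed by it (reversed), 0.43 for those opened by 9aa-Ins (past the threshold) and 0.27 for those closed by 9aa-Ins (reversed). Those of backwards WGATAR reversed to 0.019 for regions opened by the deletion and -0.18 for those closed by GATA2. With GC content as a covariate, those of WGATAR became -0.28 for regions opened by the deletion (weaker) and reversed to 0.061 for those closed by it, -0.058 for those opened and 0.019 for those closed by 9aa-Ins. E-box WGATAR became -0.98 for regions closed by GATA2 (weaker) and -0.11 for those opened by 9aa-Ins (reversed). Backwards WGATAR became 0.043 for regions opened by the deletion (reversed), 0.38 for those closed by GATA2 (past the threshold) and -0.16 for those opened by 9aa-Ins (reversed).

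Leaving out each replicate in turn kept 389 values by this count. Of those, some moved by over 1.5 times without a call. The difference in peaks for GATA2 ran from -10048 (without GATA2 replicate 2) to -718 (without GATA2 replicate 1). 9aa-Ins against held-out hi-77-/- empty at regions opened by the deletion ran from -3.60 to -0.771 (without hi-77-/- empty replicate 4). The kept effect at opened minus closed regions ran from 6.99 to 13.3 (without hi-77-/- empty replicate 4), and peaks per repressed gene for 9aa-Ins against hi-77-/- empty from -0.735 to -0.382 (without hi-77-/- empty replicate 3). The other values, which changed in call, direction or count, were as follows. The difference in peaks with the deletion ran from -25511 to -13571, and without any of the hi-77-/- empty replicates its exact permutation p was 0.0571. Peaks of 9aa-Ins against hi-77-/- empty ran from 17712 to 30203 and against GATA2 from 22990 to 35481, both past the threshold without 9aa-Ins replicate 4, at the highest value. Similarity to hi-77+/+ empty ran from -0.0144 to -0.00885 for GATA2 against hi-77-/- empty (past the threshold without hi-77-/- empty replicate 2, at -0.0144). It ran from -0.0323 to -0.0145 for 9aa-Ins against hi-77-/- empty and from 0.00292 to 0.0208 for GATA2 against 9aa-Ins (past the threshold without 9aa-Ins replicate 1, at -0.0323 and 0.0208). Without 9aa-Ins replicate 1, restoration at closed regions was 10.4, the highest of 5.36 to 10.4 (exact permutation p = 0.0286), and the difference of 9aa-Ins from held-out hi-77-/- empty at regions closed by GATA2 was -7.58 within -9.12 to -6.08 (exact permutation p = 0.0571). 9aa-Ins against held-out hi-77-/- empty at regions closed by the deletion ran from -3.77 (without 9aa-Ins replicate 1) to 1.74 (without 9aa-Ins replicate 4), and none passed the threshold. Peaks per repressed gene for 9aa-Ins against GATA2 ran from 0.951 to 1.28 (exact permutation p = 0.0571 without GATA2 replicate 1, at 0.951). Regions closed by 9aa-Ins numbered 205 to 309 (309 without hi-77-/- empty replicate 1), and those closed by 9aa-Ins alone 20 to 31 (31 without 9aa-Ins replicate 1), as fewer libraries have to meet the rule.

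Replicate numbers were checked for pairing. After group means were removed, libraries with the same number correlated at a mean of 0.000228 over 24 pairs, from -0.0158 to 0.0218, so the numbers do not pair the libraries. With replicate block as a term the smallest p is 0.125, so no result can pass the threshold, and the values do not change. They were -20958 peaks for the deletion, 0.145, 0.102, 0.0467 and 0.114 for similarity, -45.2 for restoration at opened regions, 6.72 and -46.7 for GATA2 against held-out hi-77-/- empty at regions closed and opened by the deletion, and 14.6, -60.6, -8.40 and 66.9 for 9aa-Ins at regions changed by GATA2. They were 3.33, -2.54, 2.03, -1.72 and 1.13 for peaks per listed gene, and -1063, 54.6, 88.6 and 34.0 for coverage at Gata2.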

Other observations

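Tests chosen only after the results were seen were the counts of other splits for the 4 comparisons, the opened and closed regions of 9aa-Ins with 24962 peaks per library, the Gata2 exons of transduced against empty libraries, and the recomputations without chromosomes 8, 19 and Y and without every chromosome whose ranks separated the lines.

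For each of the 4 comparisons, only the real split, 1 of 35 splits of the 8 libraries, gave as many changed regions. For regions open or closed in the 4 GATA2 libraries alone, and likewise for the 4 9aa-Ins libraries alone, 1 of 100 drawn splits of the 12 hi-77-/- libraries gave as many, which was the real one. The highest other split gave 38 for GATA2 and 276 for 9aa-Ins. For the 15 regions closed in 9aa-Ins libraries alone, 8 of 100 splits gave as many, so this count is not distinct from chance.

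Peaks on chromosomes 8, 19 and Y ranked lower in hi-77-/- libraries. Among the 21507 regions with a peak in all libraries, the median percentile rank by fold enrichment on chromosome 8 was 66.6 to 68.7 in hi-77+/+ empty libraries and 49.3 to 53.1 in the 12 hi-77-/- libraries. On chromosome 19 it was 56.2 to 61.1 against 46.7 to 52.4, and on Y, with 23 regions, 69.5 to 76.4 against 19.1 to 50.7. Chromosome 3 also ranked lower, at 52.8 to 56.2 against 49.1 to 50.8. Chromosomes 9 (47.3 to 52.8 against 53.3 to 55.7), 11 (43.0 to 44.1 against 48.6 to 51.3) and 14 (43.0 to 44.1 against 44.2 to 48.1) ranked higher, and 14 chromosomes did not separate the lines. Ranks are relative, so a fall on some chromosomes raises others. Fold enrichments come in whole steps, so these medians also move in steps. A change at promoters or distal regions alone was argued against, since on chromosome 8 regions more than 3 kb from a TSS shifted by -16.9 percentile points and promoter regions by -15.2. The lower rank ran along the whole chromosome, in 13 of 13 bins of 10 Mb, with shifts from -27.4 to -10.8. A candidate explanation is a difference in chromosome dose between the cell lines. Genome-wide regulation that spans whole chromosomes was not tested.

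The dose of chromosomes may contribute to the regions changed by the -77 deletion. The largest shift of a chromosome was 45.6 percentile points (on Y), and it was the 1 shift of 21 as large as a simulated 1.5-fold dose. That of chromosome 8, -15.5, was below the simulated 21.5. Whole chromosomes as the only source were argued against, since on 21 of 21 chromosomes at least 1 in 10 changed regions went each way. On chromosome 8 the deletion opened 93 regions and closed 261. A segment of another strain around Gata2 was argued against as well, since the share of changed regions within 10 Mb of Gata2 was 0.717 times that elsewhere (4.05% against 5.65%). Without chromosomes 8, 19 and Y the deletion opened 3090 regions and closed 1577, and GATA2 opened 1444 and closed 1884. The difference between GATA2 and 9aa-Ins at regions opened by the deletion was then -44.9 percentage points (exact permutation p = 0.0286). Without all 7 chromosomes that separated the lines the deletion opened 2346 regions and closed 1219, and the difference was -45.5 (exact permutation p = 0.0286). A difference between cell lines unrelated to the deletion stays open, because genotype and line were the same split of the libraries.

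GATA2 libraries were no closer to hi-77+/+ empty libraries than hi-77-/- empty ones were. Of the 1578 regions it opened, 1249 (79.2%) had a peak in at most 1 of 4 hi-77+/+ empty libraries, and so moved away from that state. Of the 2062 it closed, 1557 (75.5%) had a peak in at most 1 of 4, and so moved toward it. Opening beyond the hi-77+/+ state and other reasons for the low resemblance therefore cannot be told apart. The quality of the GATA2 lists and an effect of GATA2 cannot be told apart here, since with 24962 peaks per library the difference in the Jaccard index was 0.00799 and within the spread (exact permutation p = 0.2). The level of GATA2 in each library was not analysed here.

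9aa-Ins opened more regions than it closed. Longer and cleaner 9aa-Ins lists and an effect of 9aa-Ins cannot be told apart. Among the 24962 most significant peaks of each library it opened 4.23 times as many regions as it closed, and with all deposited peaks it opened 3413 and closed 17. 9aa-Ins libraries also resembled each other more than hi-77-/- empty libraries did (mean Jaccard index 0.762 against 0.727), which by itself leaves more regions with a peak in 4 of 4. GC content as the only source was argued against, since opened regions outnumbered closed ones in each of 5 classes of GC content, by 1.87 times in the class of highest GC content. The ratio was 22.7 in the class of lowest GC content, and opened regions had a GC content -3.60 percentage points from that of the background, within the 5 points set for the test. GC content as a contributor and an effect of 9aa-Ins cannot be told apart, because regions that a factor opens may differ in GC content themselves.

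The share with WGATAR among regions opened by both proteins was 3.93 times that among regions open with 9aa-Ins alone. Regions opened by both held 115 of the regions with WGATAR that 9aa-Ins opened, while 229 lay among those that GATA2 did not open. Among the 1027 regions opened by GATA2 with a peak in no 9aa-Ins library the share was 82.4%, above the 64.3% of those opened by both. No test was made between these shares. Regions opened by GATA2 had WGATAR in 77.6% to begin with, which makes a high share likely in the shared ones whatever their cause. Sites also opened by GATA2 and other sources of WGATAR therefore cannot be told apart. Whether 9aa-Ins was bound at these regions was not tested.

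The covered share of Gata2 coding exons was 69.9 percentage points higher in the 8 transduced than in the 8 empty libraries, while introns differed by 4.39 (exact permutation p = 0.111). A candidate explanation is that reads from the retroviral cDNA aligned to the exons of Gata2. It leaves open the 32.6% covered in hi-77+/+ empty replicate 1, which carried an empty vector by its label. Opening of the endogenous exons without their introns was not tested apart from this and stays open.

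The merged regions here numbered 92472. That is higher than the value quoted from the study above. The study kept reproducible peaks narrower than 1 kb from hi-77-/- libraries. The regions here include hi-77+/+ empty libraries and 19899 regions with a peak in 1 library, so the counts are not of the same kind. The share of regions opened by GATA2 with the composite element was 8.11%, and of those closed by GATA2 0.873%. Both are lower than the values quoted from the study above. Only 100 bp on each side of a summit were searched here, and regions were not linked to genes, so the shares are not of the same kind.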
